A study of Homo sapiens with 32 samples. Its data were reported in "The Δ40p53 isoform inhibits p53-dependent eRNA transcription and enables regulation by signal-specific transcription factors during p53 activation" (2021).

How the data were processed

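The data were p53 chromatin immunoprecipitation followed by sequencing (ChIP-seq) from MCF10A cells, an established non-tumorigenic line of human breast epithelium. The 3 lines had been edited to express different forms of p53. WTp53 cells express untethered wild-type p53, WTp53:WTp53 cells express wild-type p53 tethered to a further wild-type copy, and Δ40p53:WTp53 cells express the N-terminally truncated Δ40p53 isoform tethered to wild-type p53. Cells received Nutlin-3a at 10 µM, a small molecule that blocks the binding of MDM2 to p53, or its solvent DMSO, for 6 h. The labels give the DMSO concentration as 0.01% in one field and 0.1% in another. The antibody, DO-1, binds the p53 N-terminus, which Δ40p53 lacks. The labels list 32 samples, of which 16 were ChIP and 16 were sheared chromatin taken without precipitation (input). WTp53 had 2 ChIP and 2 input samples per treatment, and each of the other lines had 3 and 3. Groups were taken from these labels.

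The processed data were 6 peak lists, 1 for each line and treatment, and per the labels each was made from ChIP and input replicates of that condition together. The labels, the design text and the study's methods differ on the number of replicates, so which of them entered a list is not known. The study lists an input of WTp53:WTp53 under Nutlin-3a of which far fewer reads aligned than of any other library. The peak names of both WTp53 lists carry a mark for another input, which those of the tethered lines lack. No list per replicate was used here, so there is no replicate error on any value and no p-value for a difference between conditions. Per the study's methods, single-end reads were trimmed and quality-filtered, aligned to hg38 with HISAT2 and filtered on mapping quality. MACS2 called narrow peaks, and peaks in blacklisted regions were removed with BEDTools. The deposited lists carry 0.0001 as the q-value threshold in their names, and the highest q-value in any list was 9.86e-05. Read numbers per library entered no value given here.

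Each peak has 4 kinds of value, all computed by the authors with MACS2. The deposited score is an integer made from the q-value. The deposited fold enrichment is the ratio of the ChIP pileup at the summit to the local background expected from the input. The deposited −log10 p and −log10 q give the significance of that pileup within the list. The remaining deposited value is the distance of the summit from the peak start. These values are the authors' own and were used to describe, rank or filter peaks within a list. The exceptions are the local background in the report and a set of tests in the closing section, for which pileups were recovered from these values as described below.

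The lists held 8431 peaks, no interval occurred more than once in a list, and 0 peaks fell outside the sequences of the hg38 reference. Coordinates are given in hg38, counted from 1. Peaks of different lists were matched when they overlapped by at least 1 bp. Each share is given with a 95% Wilson interval, which covers counting error only and not the variation between cultures or immunoprecipitations. The share expected by chance was taken from 1000 random placements of the other list on the same chromosomes, in which assembly gaps were not excluded. A list of line-only peaks held the Nutlin-3a peaks of a line that overlapped no Nutlin-3a peak of the other lines. For the analysis by rank, peaks were ordered by −log10 q within their list and divided into 4 parts of equal size. Rank agreement was measured by Spearman's rho across shared sites, which are not independent replicates.

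The p53 motif was 2 adjoining copies of the 10 bp element RRRCWWGYYY without a spacer, with at most 2 mismatches in all and with the C and G cores kept. It was sought within 50 bp of the summit on either side. The same windows moved by 10 kb upstream and downstream gave the background. Positions were assigned from the summit with GENCODE release 44, in the order promoter (within 1 kb of a transcription start), exon, intron and outside genes, and peaks on unplaced contigs were left out of these shares. Copy number was counted as the occurrences in the genome of the 24 bp sequences around a summit, and a summit with more than 2 copies was treated as lying in repeated sequence. GC content was taken over 100 bp on either side of the summit. For p53 target genes, a list of 30 known direct targets was written from general knowledge before the data were examined. A gene was counted when a summit lay between 10 kb upstream of it and its end, and the count was set against 10000 random lists of coding genes matched on gene length.

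The named peaks followed a rule written before the data were examined. They were the 5 peaks with the highest −log10 q in the WTp53 Nutlin-3a list, the 3 highest line-only peaks of each line, and the 2 highest DMSO peaks of each line that were absent from its Nutlin-3a list. CDKN1A, MDM2, BBC3 and GDF15 were added from the target list, with the first 5 targets in list order whose calls differed between lines. The other target genes named in the report were chosen after their values were seen. Of the peaks this rule selects, 1 is not reported here.

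Alternatives fixed before the data were examined were a −log10 q of at least 10 in every list or in the list asked about only, reciprocal overlap of at least 50%, summits within 100 bp, equal numbers of peaks, merging within 500 bp, no peak of another list within 500 bp, chromosomes 1 to 22 and X only, ranking by fold, other motif settings and other distances to genes. Leaving out summits in repeated sequence was added after the data were seen. The closing section gives their effect.

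For these exceptions, the pileup and the local background of each peak were recovered from fold and −log10 p, since both follow from them under a Poisson model. All pileups came out as whole reads in 5 of the 6 lists. In the WTp53 DMSO list only 1.00% did, so that list was left out of those tests. The lowest background of a list, divided by the width of its narrowest peak as a stand-in for the fragment length, was compared between lists. It need not equal the number of reads sequenced. A list was thinned by scaling pileup and background to the lowest background of another list and applying that list's p-value limit.

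The methods were tested on simulated data. Of 600 shared peaks planted in a simulated list the size of the WTp53 Nutlin-3a list, 100% were found, and 1.70% of 1882 randomly placed peaks were. The planted peaks were shifted by less than their width, so they overlapped by construction. Planted motifs with 2 mismatches were found in 100% of 500 windows and those with 3 mismatches in 0. Pileup and background were recovered in 100% of 500 simulated peaks, and a planted ratio of 0.4 came out as 0.399. That ratio was drawn at the same peaks, without calling or matching. It therefore did not test the effect of lost sites or of picking high sites. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and Matplotlib 3.10.9 were used.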

Results

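p53 occupancy was mapped by ChIP-seq in 3 genome-edited MCF10A lines (WTp53, WTp53:WTp53 and Δ40p53:WTp53) after 6 h of DMSO or 10 µM Nutlin-3a, which raises p53 levels. The design asks whether tetramers that contain the Δ40p53 isoform occupy the sites of wild-type p53, with WTp53:WTp53 as the control for the tether. Each of the 6 peak lists pooled replicates of 1 condition. The labels give 2 replicates for WTp53 and 3 for each of the other lines, and which of them entered a list is not known. The values below therefore have no replicate error, and differences between lists were not tested against it. Line, tether and clone, and for WTp53 also the number of replicates and an input named differently, cannot be separated in these lists. Nor can the fewer antibody epitopes of Δ40p53:WTp53 and a poorly aligned input of WTp53:WTp53 under Nutlin-3a. The read depth of each library was not analysed here. The lowest local background per kb, inferred from the peak values and not a read count, was 14.1 reads in the WTp53 Nutlin-3a list, 14.1 in WTp53:WTp53 and 12.8 in Δ40p53:WTp53. Under DMSO it was 13.3 in WTp53:WTp53 and 13.99 in Δ40p53:WTp53, and it could not be recovered for WTp53.

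In WTp53 cells, 699 peaks were called under DMSO and 2482 under Nutlin-3a, a ratio of 3.55. In the WTp53 DMSO list 1.00% of peaks gave a pileup of whole reads, against 100% in the other 5 lists, and whether it was scaled like them is not known. This bears on each comparison with that list. WTp53:WTp53 cells had 951 and 2215 peaks, a ratio of 2.33. Δ40p53:WTp53 cells had 659 and 1425 peaks, a ratio of 2.16. The WTp53 Nutlin-3a list was 1.12 times as long as that of WTp53:WTp53 and 1.74 times as long as that of Δ40p53:WTp53. The alternative that moved a count most was the removal of summits in repeated sequence, which left 369 WTp53 peaks under DMSO. The median peak width rose from 186 bp under DMSO to 335 bp under Nutlin-3a in WTp53, from 189 to 255 bp in WTp53:WTp53 and from 195 to 252 bp in Δ40p53:WTp53. Outside chromosomes 1 to 22 and X lay 21.2% of the WTp53 DMSO peaks, against 7.78% and 7.59% in the DMSO lists of WTp53:WTp53 and Δ40p53:WTp53.

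**Figure D1:**
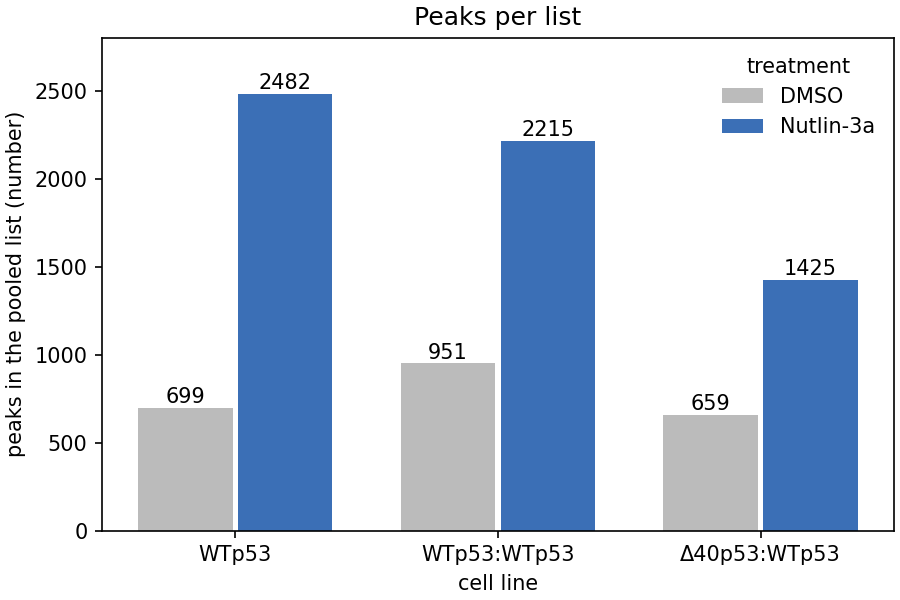
Number of peaks (vertical axis) in the pooled list of each cell line (horizontal axis), with DMSO in grey and Nutlin-3a in blue. The Nutlin-3a list was longer than the DMSO list in each line, and among Nutlin-3a lists WTp53 had the most peaks (2482) and Δ40p53:WTp53 the fewest (1425); each bar is 1 list, so there are no error bars.

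To ask whether basal sites stayed occupied after p53 activation, the DMSO peaks of each line were sought in its Nutlin-3a list. Of the WTp53 DMSO peaks, 670 of 699 were found (95.9%, 95% interval 94.1 to 97.1). In WTp53:WTp53, 916 of 951 were found (96.3%, 94.9 to 97.3), and in Δ40p53:WTp53, 644 of 659 (97.7%, 96.3 to 98.6). Random placement gave mean shares of 4.56%, 1.42% and 1.65%. In the other direction, 22.4% (20.8 to 24.1) of WTp53 Nutlin-3a peaks overlapped a peak of the WTp53 DMSO list, the one without whole pileups, against 40.5% (38.5 to 42.6) in WTp53:WTp53 and 42.9% (40.3 to 45.5) in Δ40p53:WTp53. Reciprocal overlap of at least 50% moved the shares of DMSO peaks most, to 17.6% in WTp53. Equal numbers of peaks moved the shares of Nutlin-3a peaks most. These became 56.4% in WTp53, 76.3% in WTp53:WTp53 and 80.0% in Δ40p53:WTp53, so they depend on the lengths of the lists.

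Between lines under Nutlin-3a, Δ40p53:WTp53 peaks were found in the WTp53:WTp53 list in 1287 of 1425 cases (90.3%, 88.7 to 91.7) and in the WTp53 list in 1047 cases (73.5%, 71.1 to 75.7). Of the 2482 WTp53 peaks, 1352 were found in WTp53:WTp53 (54.5%, 52.5 to 56.4) and 1069 in Δ40p53:WTp53 (43.1%, 41.1 to 45.03). Of the 2215 WTp53:WTp53 peaks, 61.1% (59.0 to 63.1) were found in WTp53 and 58.9% (56.9 to 60.9) in Δ40p53:WTp53, intervals that overlap, and the order of these shares changed with the processing (49.5% and 55.9% under reciprocal overlap of at least 50%). Mean shares under random placement lay between 0.554% and 1.12%. Reciprocal overlap of at least 50% moved some of these shares most, to 55.2% for Δ40p53:WTp53 peaks in WTp53. The largest single change came from comparing equal numbers of peaks. The share of WTp53:WTp53 peaks found in Δ40p53:WTp53 became 78.2%, and WTp53 peaks were then found in Δ40p53:WTp53 (59.4%) slightly more often than in WTp53:WTp53 (58.2%), the reverse of the order with all peaks. When the 3 lists were merged into 3366 sites, 956 sites (28.4%) were called in every line and 327 (9.71%) were called in both tethered lines and not in WTp53.

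Under DMSO, 84.4% (81.4 to 86.9) of Δ40p53:WTp53 peaks were found in WTp53:WTp53 and 52.4% (48.5 to 56.1) in WTp53. WTp53 peaks were found in 65.8% (62.2 to 69.2) of cases in WTp53:WTp53 and in 60.2% (56.6 to 63.8) in Δ40p53:WTp53. WTp53:WTp53 peaks were found in 40.9% (37.8 to 44.1) of cases in WTp53 and in 59.4% (56.3 to 62.5) in Δ40p53:WTp53. Mean shares under random placement lay between 1.30% and 3.55%. Reciprocal overlap of at least 50% moved the shares that involve WTp53 most, to 43.3% for WTp53 peaks in WTp53:WTp53. Equal numbers of peaks moved those between the tethered lines most, to 72.1% for WTp53:WTp53 peaks in Δ40p53:WTp53. With equal numbers of peaks, WTp53 peaks were found more often in Δ40p53:WTp53 (61.9%) than in WTp53:WTp53 (55.1%), the reverse of the order with all peaks. Of 1254 merged DMSO sites, 315 (25.1%) were called in every line.

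Each line was then searched for Nutlin-3a peaks of its own. In WTp53, 1041 peaks (41.9%, 40.0 to 43.9) overlapped no Nutlin-3a peak of the other lines, and 978 overlapped no peak of any other list. The counts were 534 (24.1%, 22.4 to 25.9) and 486 in WTp53:WTp53, and 48 (3.37%, 2.55 to 4.44) and 43 in Δ40p53:WTp53. The Δ40p53:WTp53 count moved most under reciprocal overlap of at least 50%, to 122.

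The strongest WTp53-only peak lay between genes on chromosome 4 (186920435 to 186920927), with FAT1 as the nearest coding gene 194024 bp away and a −log10 q of 124. The next lay in an intron of EFCAB5 on chromosome 17 (30003946 to 30004495, −log10 q 114) and 1383 bp from SRSF8 on chromosome 11 (95065355 to 95065729, −log10 q 113). Both had a motif with 1 mismatch. The strongest WTp53:WTp53-only peak lay on an unplaced contig of chromosome 16 (1712916 to 1713284, −log10 q 92.0) in sequence with 5 copies. The next lay on chromosome 16 (32340899 to 32341343, nearest coding gene TP53TG3D at 85193 bp, 5 copies) and on chromosome 2 (94216334 to 94216645, nearest coding gene AQP7B at 370632 bp, 15 copies), and no motif was found in any of the 3. The strongest Δ40p53:WTp53-only peaks were on chromosome 11 (71796859 to 71797079) in a non-coding gene 8035 bp from XNDC1N-ZNF705EP-ALG1L9P, on chromosome 5 (113489350 to 113489575) 609 bp from MCC, and on chromosome X (3919610 to 3919809) in a non-coding gene 206057 bp from PRKX, the last in sequence with 3 copies. Their −log10 q values were 26.0, 22.4 and 20.8, and none had a motif.

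The share of WTp53 Nutlin-3a peaks found in the other lists was then taken by rank. From the highest to the lowest of 4 equal parts, 82.1% (78.9 to 84.9), 44.6%, 28.9% and 16.6% (13.9 to 19.7) were found in Δ40p53:WTp53. The shares found in WTp53:WTp53 were 88.4% (85.6 to 90.7), 61.4%, 42.4% and 25.6% (22.4 to 29.2). Of Δ40p53:WTp53 peaks, 100% (357 of 357), 98.3%, 87.6% and 75.3% were found in WTp53:WTp53. Across shared sites, Spearman's rho of the within-list ranks was 0.450 for WTp53 and WTp53:WTp53 (1352 sites), 0.470 for WTp53 and Δ40p53:WTp53 (1069 sites) and 0.717 for WTp53:WTp53 and Δ40p53:WTp53 (1305 sites). Ranking by fold enrichment moved the lowest part most in WTp53:WTp53, to 44.8%.

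**Figure D2:**
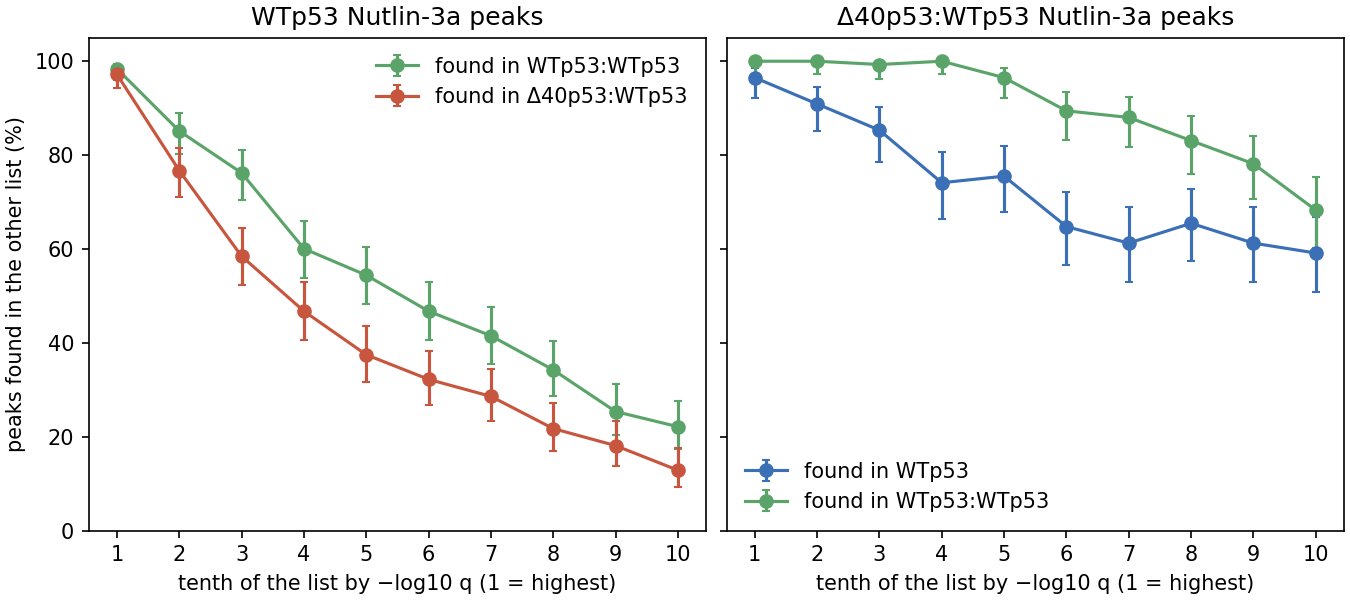
Share of Nutlin-3a peaks found in another Nutlin-3a list (vertical axis, percent) by rank of −log10 q in 10 equal parts (horizontal axis, 1 = highest), for WTp53 peaks on the left and Δ40p53:WTp53 peaks on the right; colours give the list searched and bars are 95% Wilson intervals. WTp53 peaks were found less often at lower ranks in both other lists, whereas Δ40p53:WTp53 peaks were found in WTp53:WTp53 more often than in WTp53 (90.3% against 73.5% over all ranks).

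A p53 motif was present at 39.1% (35.5 to 42.7) of WTp53 DMSO peaks and 44.5% (42.5 to 46.4) of WTp53 Nutlin-3a peaks. The shares were 37.7% (34.7 to 40.9) and 32.6% (30.7 to 34.6) in WTp53:WTp53 and 39.2% (35.5 to 42.9) and 39.3% (36.8 to 41.9) in Δ40p53:WTp53. Windows moved by 10 kb had a motif in 0.0536% to 0.311% of cases. Allowing at most 1 mismatch moved these shares most, to 23.7% in the WTp53 Nutlin-3a list, which then lay below the WTp53 DMSO list (29.0%). Peaks found in all lines had a motif in 48.6%, 46.8% and 47.4% of cases in the WTp53, WTp53:WTp53 and Δ40p53:WTp53 lists. The share was 41.1% (38.2 to 44.1) among WTp53-only peaks, 13.7% (11.0 to 16.8) among WTp53:WTp53-only peaks and 8.33% (4 of 48, 3.29 to 19.6) among Δ40p53:WTp53-only peaks. Of the 328 WTp53:WTp53 peaks shared with Δ40p53:WTp53 and not with WTp53, 18.0% (14.2 to 22.5) had a motif.

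**Figure D3:**
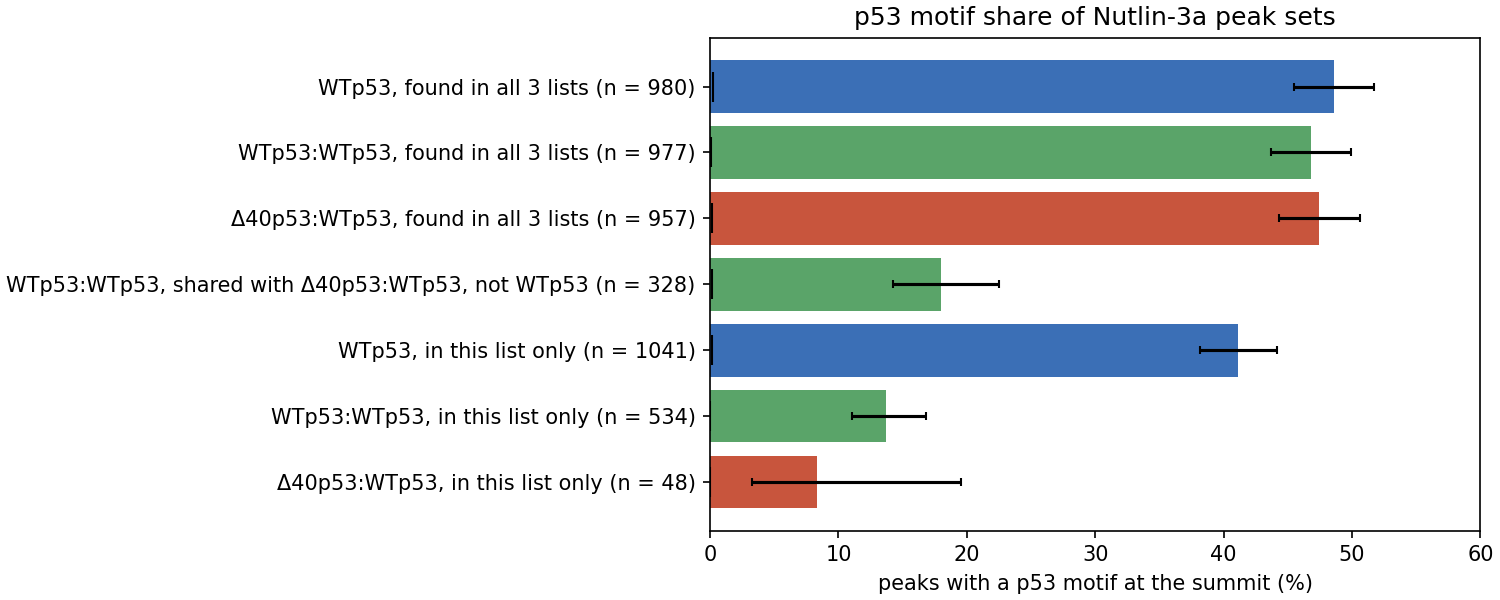
Share of Nutlin-3a peaks with a p53 motif within 50 bp of the summit (horizontal axis, percent) for sets of peaks (vertical axis, with the number of peaks), coloured by cell line; error bars are 95% Wilson intervals and black ticks mark the same windows moved by 10 kb. Peaks found in all lists had a motif in 46.8% to 48.6% of cases and WTp53-only peaks in 41.1%, above the other line-only sets (13.7% and 8.33%).

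By position, 14.4% (13.1 to 15.9) of WTp53 Nutlin-3a summits lay within 1 kb of a transcription start, against 17.6% (16.0 to 19.2) in WTp53:WTp53 and 17.9% (15.9 to 20.0) in Δ40p53:WTp53. Under DMSO the shares were 19.6%, 18.4% and 17.1%. Widening the distance to 5 kb gave 38.2%, 43.4% and 42.6% under Nutlin-3a. Introns held 49.0%, 48.1% and 46.6% of Nutlin-3a summits in WTp53, WTp53:WTp53 and Δ40p53:WTp53, and 33.0%, 30.7% and 32.0% lay outside genes.

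Of the 30 p53 target genes, the number with a peak under DMSO was 14 in each line, and 10 of these genes were common to all lines. Under Nutlin-3a the counts were 26 in WTp53, 22 in WTp53:WTp53 and 21 in Δ40p53:WTp53. Random lists of coding genes had means between 0.22 and 1.43 and reached at most 7. A −log10 q of at least 10 in every list moved these counts most, to 12 in WTp53 under DMSO. Under Nutlin-3a, 19 genes had a peak in all lines and 3 (SESN2, FDXR and PMAIP1) in none. The other 8 differed between lines. BAX, ZMAT3, SFN and PPM1D had a peak in WTp53 only, XPC and POLH in WTp53 and WTp53:WTp53, PLK2 in WTp53 and Δ40p53:WTp53, and TP53I3 in WTp53:WTp53 and Δ40p53:WTp53.

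At CDKN1A (chromosome 6, 36676460 to 36687337, forward strand), 4 peaks were called in each Nutlin-3a list. The strongest spanned the annotated start of the gene, its outermost transcription start and not necessarily that of the main transcript. This peak lay at 36676101 to 36676790 in WTp53 with a −log10 q of 291 and was called in all 6 lists. Another lay upstream at 36667067 to 36667429, with a motif of 1 mismatch, and was also called in all lists. In MDM2 (chromosome 12), the peak at 68808709 to 68809210 in an intron had a motif with 2 mismatches and was called in all lists. BBC3 (chromosome 19) had a peak in an intron at 47231185 to 47231552 and another in an exon at 47232361 to 47232826 in WTp53, and both sites were called in each Nutlin-3a list. At GDF15 (chromosome 19), the peak at 18373699 to 18374510 was called in all lists. It lay 726 bp upstream of the outermost annotated start, which need not be that of the main transcript. A further peak inside the gene, at 18386043 to 18386385 in WTp53 under Nutlin-3a, was called in every list except WTp53 DMSO.

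The TP53I3 peak lay in an untranslated region on chromosome 2, at 24084081 to 24084739 in WTp53:WTp53 (−log10 q 177) and 24084131 to 24084720 in Δ40p53:WTp53 (−log10 q 205). It was also called in both tethered lines under DMSO, and neither WTp53 list had a peak there. The WTp53 Nutlin-3a peaks at BAX (chromosome 19, 48954940 to 48955400, exon), ZMAT3 (chromosome 3, 179070022 to 179070353, intron) and SFN (chromosome 1, 26861305 to 26861550, 1744 bp from the gene) had −log10 q values of 61.4, 63.0 and 11.5. The XPC peak (chromosome 3, 14178349 to 14178728, exon) had a −log10 q of 50.4 in WTp53 and 8.67 in WTp53:WTp53.

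**Figure D4:**
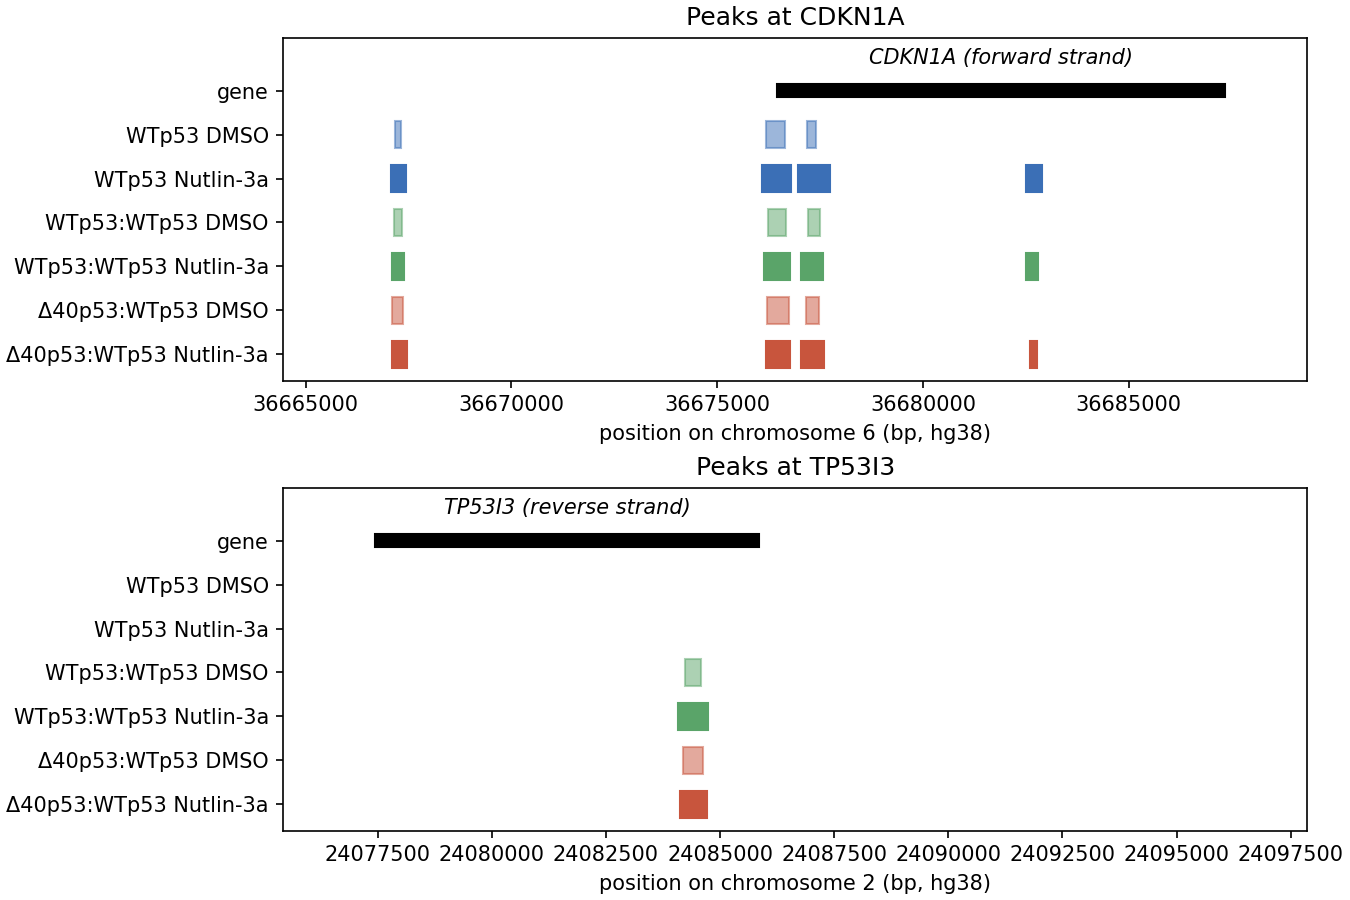
Peaks of the 6 lists (vertical axis) along chromosome 6 at CDKN1A and chromosome 2 at TP53I3 (horizontal axis, bp in hg38), with each gene as a black bar, cell lines by colour and DMSO in the lighter shade. The site at the outermost annotated start of CDKN1A was called in all 6 lists, and the site in TP53I3 in the 4 lists of the tethered lines.

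Of the 5 strongest WTp53 Nutlin-3a peaks, 4 are described here, and each of these was called in all 6 lists. They lay on chromosome 18 (40215718 to 40216410, −log10 q 419) 1739068 bp from PIK3C3, on chromosome 9 (115944003 to 115944831, 416) 209487 bp from PAPPA, on chromosome 1 (9181375 to 9182644, 385) in a non-coding gene 52605 bp from H6PD, and on chromosome 1 (244735192 to 244735981, 375) 4594 bp from ENSG00000284188.

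Among the DMSO peaks absent from the Nutlin-3a list of the same line, the strongest in WTp53 were both on exons of GTF2E2 on chromosome 8 (30653470 to 30653589 and 30612329 to 30612463, −log10 q 19.0 and 18.4). In WTp53:WTp53 they lay in an untranslated region of EEF1A1 on chromosome 6 (73520965 to 73521228, −log10 q 98.8) and on chromosome 7 (15190093 to 15190264, −log10 q 32.5) 10138 bp from AGMO, in sequence with 456 copies. In Δ40p53:WTp53 they lay on chromosome 21 (8255767 to 8255906, −log10 q 19.7) 2265733 bp from TPTE, in sequence with 8 copies, and in an intron of CACNA1D on chromosome 3 (53583284 to 53583430, −log10 q 19.0). Of these 6 peaks, only that in CACNA1D overlapped a peak of another list.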

Values the study reported

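The study stated that its ChIP-seq peaks were called after the q-value cutoff had been lowered from 0.05 to 1e-5. It counted 510 enhancer RNAs that changed in WTp53 cells after Nutlin-3a, of which 109 lay at p53 sites found by ChIP-seq. In Δ40p53:WTp53 cells it counted 118 changed enhancer RNAs, with 6 at p53 sites. The enhancer RNAs were measured at an earlier time than the 6 h of the ChIP-seq. From tracks and averaged ChIP-seq signal, the study concluded that Δ40p53:WTp53 occupied the sites of WTp53 and had none of its own. It therefore did not ascribe the difference to binding, and it cautioned that its ChIP-seq cannot rank the lines by level of binding. It noted that the tetramers of Δ40p53:WTp53 carry 50% fewer epitopes for the antibody.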

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

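Leaving out summits in repeated sequence was the only alternative chosen after the data were seen. Over 58 results, 227 values were computed under an alternative. Keeping repeated intervals is not among these, since no interval was repeated and it changed nothing. A share was taken as moved when it left its 95% interval, and a count when it changed by more than 1.5 times. By that measure 119 values moved and 108 did not. Except where its construction is named, the cause was not tested. No paired analysis was possible because each list pools the replicates, although the labels give the lines shared replicate numbers. For the same reason, leaving out a replicate in turn could not be run.

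Some orderings held under each alternative run for them. The Nutlin-3a list was longer than the DMSO list in every line, and WTp53 had the longest and Δ40p53:WTp53 the shortest Nutlin-3a list, under 4 of 4 alternatives. Δ40p53:WTp53 Nutlin-3a peaks were found more often in WTp53:WTp53 than in WTp53, and WTp53 had the most line-only peaks and Δ40p53:WTp53 the fewest, under 6 of 6. WTp53-only peaks had a higher motif share than the other line-only sets under 3 of 3. WTp53 Nutlin-3a peaks were found more often in WTp53:WTp53 than in Δ40p53:WTp53 under 5 of 6, the exception being equal numbers of peaks. The counts of target genes stayed within 1.5 times under the 12 alternative values computed for them.

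Reciprocal overlap of at least 50% lowers shares by construction where widths differ. Of DMSO peaks, 17.6% in WTp53, 67.8% in WTp53:WTp53 and 73.7% in Δ40p53:WTp53 were then found under Nutlin-3a, and of Nutlin-3a peaks 4.96%, 29.1% and 34.1% were found under DMSO. Between Nutlin-3a lists, 44.2% of WTp53 peaks were found in WTp53:WTp53 and 31.7% in Δ40p53:WTp53. WTp53:WTp53 peaks were found in WTp53 at 49.5% and in Δ40p53:WTp53 at 55.9%, the reverse of their order in the report. Δ40p53:WTp53 peaks were found in WTp53 at 55.2% and in WTp53:WTp53 at 86.9%. In the same order the DMSO shares were 43.3%, 40.1%, 31.9%, 55.1%, 42.5% and 79.5%. Of Δ40p53:WTp53 Nutlin-3a peaks, 122 were then line-only and 95 were in no other list.

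With summits within 100 bp, also a narrower criterion, 71.8%, 91.5% and 89.2% of the DMSO peaks of WTp53, WTp53:WTp53 and Δ40p53:WTp53 were found under Nutlin-3a, and 20.2% of WTp53 Nutlin-3a peaks under DMSO. Between Nutlin-3a lists, WTp53 peaks were found at 52.0% in WTp53:WTp53 and 40.6% in Δ40p53:WTp53, WTp53:WTp53 peaks at 58.2% in WTp53 and 56.4% in Δ40p53:WTp53, and Δ40p53:WTp53 peaks at 70.7% in WTp53 and 87.6% in WTp53:WTp53. Between DMSO lists, WTp53 peaks were found at 49.9% in WTp53:WTp53 and 46.1% in Δ40p53:WTp53, WTp53:WTp53 peaks at 36.7% in WTp53 and 55.3% in Δ40p53:WTp53, and Δ40p53:WTp53 peaks at 79.8% in WTp53:WTp53. The Δ40p53:WTp53-only count became 74.

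Equal numbers of peaks shorten the longer list by construction. The share of DMSO peaks found under Nutlin-3a became 56.7% in WTp53, 77.5% in WTp53:WTp53 and 84.2% in Δ40p53:WTp53, and that of Nutlin-3a peaks found under DMSO 56.4%, 76.3% and 80.0%. Between Nutlin-3a lists, WTp53 peaks were found at 58.2% in WTp53:WTp53 and 59.4% in Δ40p53:WTp53, WTp53:WTp53 peaks at 58.3% in WTp53 and 78.2% in Δ40p53:WTp53, and Δ40p53:WTp53 peaks at 58.7% in WTp53 and 77.2% in WTp53:WTp53. Between DMSO lists, WTp53 peaks were found at 55.1% in WTp53:WTp53, WTp53:WTp53 peaks at 45.6% in WTp53 and 72.1% in Δ40p53:WTp53, and Δ40p53:WTp53 peaks at 70.7% in WTp53:WTp53. WTp53 DMSO peaks were then found more often in Δ40p53:WTp53 (61.9%) than in WTp53:WTp53, as they also were, barely, with a −log10 q of at least 10 in every list (66.9% against 66.3%).

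A −log10 q of at least 10 in the list asked about left its stronger peaks. Their DMSO peaks were found under Nutlin-3a at 97.6% in WTp53, 97.7% in WTp53:WTp53 and 98.8% in Δ40p53:WTp53, and their Nutlin-3a peaks under DMSO at 44.7% in WTp53:WTp53 and 47.2% in Δ40p53:WTp53. Between Nutlin-3a lists, WTp53 peaks were found at 57.2% in WTp53:WTp53 and 45.7% in Δ40p53:WTp53, WTp53:WTp53 peaks at 64.4% in Δ40p53:WTp53, and Δ40p53:WTp53 peaks at 92.7% in WTp53:WTp53. Between DMSO lists, WTp53 peaks were found at 73.6% in WTp53:WTp53 and 69.9% in Δ40p53:WTp53, WTp53:WTp53 peaks at 66.8% in Δ40p53:WTp53, and Δ40p53:WTp53 peaks at 56.2% in WTp53 and 87.7% in WTp53:WTp53. Line-only Δ40p53:WTp53 peaks numbered 27, and 25 were in no other list. With that limit in every list, Nutlin-3a peaks were found under DMSO at 18.8% in WTp53 and 38.0% in WTp53:WTp53, and Δ40p53:WTp53 DMSO peaks under Nutlin-3a at 98.6%. Between DMSO lists, WTp53 peaks were found in Δ40p53:WTp53 at 66.9%, and WTp53:WTp53 peaks in WTp53 at 37.6% and in Δ40p53:WTp53 at 62.8%.

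Without summits in repeated sequence, the WTp53 DMSO list held 369 peaks. Of these 98.1% were found under Nutlin-3a, while 18.4% of WTp53 and 38.0% of WTp53:WTp53 Nutlin-3a peaks were found under DMSO. Under Nutlin-3a, 58.7% of WTp53:WTp53 peaks were found in WTp53. Under DMSO, 64.8% of WTp53 peaks were found in Δ40p53:WTp53, 32.7% of WTp53:WTp53 peaks in WTp53 and 46.1% of Δ40p53:WTp53 peaks in WTp53.

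Ranked by fold enrichment, WTp53 peaks of the highest and lowest of 4 parts were found at 81.6% and 44.8% in WTp53:WTp53 and at 72.8% and 34.03% in Δ40p53:WTp53. Spearman's rho became 0.502 for WTp53 and WTp53:WTp53, 0.606 for WTp53 and Δ40p53:WTp53 and 0.661 for the tethered lines.

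With at most 1 mismatch, which finds fewer sites by construction, the motif share was 29.0% and 23.7% in WTp53 under DMSO and Nutlin-3a, the reverse of their order with 2, 21.8% and 17.02% in WTp53:WTp53, and 25.6% and 21.5% in Δ40p53:WTp53. It was 18.6%, 3.37% and 2.08% for the line-only sets of WTp53, WTp53:WTp53 and Δ40p53:WTp53. A spacer of 0 to 13 bp, which finds more sites, gave 45.1% and 50.7% in WTp53, 50.4% and 44.2% in WTp53:WTp53, 50.1% and 50.4% in Δ40p53:WTp53, and 44.7% and 27.5% for the line-only sets of WTp53 and WTp53:WTp53. Moved windows then had a motif in 0.671% to 1.16% of cases in the 6 lists. Searching the whole peak, a longer sequence by construction, gave 55.8% in WTp53 under Nutlin-3a, 41.1% and 39.6% in WTp53:WTp53 and 44.5% and 45.9% in Δ40p53:WTp53 under DMSO and Nutlin-3a, and 58.1% and 17.04% for the line-only sets of WTp53 and WTp53:WTp53.

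Within 5 kb of a transcription start, a wider distance, lay 46.1% and 38.2% of summits in WTp53, 45.2% and 43.4% in WTp53:WTp53 and 42.2% and 42.6% in Δ40p53:WTp53, under DMSO and Nutlin-3a. The lists give no read depth per library, which limits each comparison between lists to peaks that passed the caller's threshold.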

Other observations

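The predictions for 5 tests were written before their results were seen: thinning to each tethered line, the motif shares of Δ40p53:WTp53-only peaks and of DMSO peaks absent under Nutlin-3a, and recovery of the highest-ranked WTp53 peaks. The tests of 1 ratio for all sites, copy number, GC content, WTp53-only peaks and the peaks shared by the tethered lines were chosen only after the result was seen. The limits that decided the tests were also chosen after the values were seen: 95% for nearly all, which applies to the recovery of the highest-ranked peaks too, 50% for most, 5 times the shuffled share and a GC content of 50%. The background of moved windows from whole lists was also taken up after the shares were seen.

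The Nutlin-3a lists of both tethered lines were shorter than that of WTp53. Thinning to the recovered background did not reproduce this. Scaled to the lowest background of the Δ40p53:WTp53 list, 2454 of 2482 WTp53 peaks still passed the threshold, against the 1425 peaks of that list. Scaled to the WTp53:WTp53 background, 2470 passed, against 2215. The scaling used the lowest backgrounds undivided, which relative to WTp53 were 0.761 in Δ40p53:WTp53 and 0.830 in WTp53:WTp53. Per kb, the background was equal in WTp53 and WTp53:WTp53 (ratio 1.00) and lower in Δ40p53:WTp53 (ratio 0.912). This background was inferred from the peak values and did not follow the read numbers that the study lists, so thinning to it may not mimic fewer reads. No test used read counts, so read depth of ChIP or input stays open. For Δ40p53:WTp53 the study expects a lower signal, since its tetramers carry fewer epitopes for the antibody, and this was not tested here. Lower antibody recovery of tethered proteins, the clone, the immunoprecipitation batch and the number of replicates (2 against 3 by the labels) each follow the line and stay open. So does a different input for WTp53, whose peak names carry another input mark. The part of the poorly aligned WTp53:WTp53 input under Nutlin-3a is open too, as it may have entered that list.

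Over the 248 WTp53 Nutlin-3a peaks with the highest −log10 q, the excess of reads over background in WTp53:WTp53 was 0.425 times that in WTp53 at the median, and in Δ40p53:WTp53 it was 0.397 times. Divided by the fragment length stand-in, the ratios were 0.512 and 0.475. Over the 221 WTp53:WTp53 Nutlin-3a peaks with the highest −log10 q, the ratio of Δ40p53:WTp53 to WTp53:WTp53 was 0.799. Sites picked for being high in one list tend to be lower in another, and when the sites were picked in WTp53:WTp53 the ratio of WTp53 to WTp53:WTp53 was 1.10, or 0.914 when divided by the fragment length stand-in. Undivided, WTp53:WTp53 had the lower excess with either list picking the sites, by much less with its own, and with its own the division reversed the order. The ratios are not measurements of p53 binding.

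WTp53 peaks absent from Δ40p53:WTp53 lay mostly at low ranks, and recovery fell steadily with rank, so closeness to the threshold may account for many of them. It did not account for all, since 82.1% of the highest of 4 parts was found and 111 of those 621 peaks were not. If each site were lowered by the 1 ratio of 0.397, 99.97% of that part would have stayed called. Drawing the ratio of each site from the spread of the top sites left 94.4%. Repeated sequence did not account for the absence either, because summits with 1 copy were found at 81.8%. GC content could not be excluded. Recovery in Δ40p53:WTp53 rose from 69.8% below 45% GC to 94.3% at 60% or more, and in WTp53:WTp53 from 69.8% to 98.1%. At a GC content of at least 50%, 89.2% (85.3 to 92.2) of 315 peaks were found, fewer than the scaling leaves but more than among the rest. A GC difference between libraries and a site preference that goes with GC content cannot be told apart here. What remains open also includes the isoform, its fewer antibody epitopes, the tether, the clone, the batch and the input. As WTp53:WTp53 lost many of the same kind of peak, an isoform effect alone is not shown.

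Peaks called in WTp53 only were not background calls as a set, since 41.1% had a motif against 0.145% of moved windows (two-sided Fisher's exact test, p = 4.38e-229, over sites and not over replicates). Whether the sites were unoccupied in the tethered lines or only below the threshold there is not shown by the lists.

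A set of 328 WTp53:WTp53 peaks was shared with Δ40p53:WTp53 and absent from WTp53, though WTp53 had the longest list. TP53I3 is the target gene in this set. Only 10.4% of the peaks lay in repeated sequence. In the WTp53:WTp53 list 92 of them ranked in the highest of 4 parts and 36 in the lowest. Of all WTp53:WTp53 peaks shared with Δ40p53:WTp53, those in the highest part were found in WTp53 at 82.5% (79.0 to 85.5), and those in the lowest at 69.5% (60.7 to 77.1). As for the WTp53 peaks above, closeness to the threshold did not account for all, although it may for some. This test replaced one by scaling after both results were seen. If each site had the ratio of 1.10, 99.4% of the set would have stayed called in WTp53, but the ratios of single sites spread widely (10th percentile 0, 90th 2.13). Ratios drawn from that spread left 83.6% of the highest part of all WTp53:WTp53 peaks, within the interval of the share found (80.7%, 77.2 to 83.8). In the lowest part they left 62.1%, against 47.0% found. As the spread includes sites at 0, it cannot decide between the explanations. A motif with at most 2 mismatches was rarer in the set (18.0%) than in peaks of all lines (46.8%). With at most 3 mismatches, 37.8% had one, against 0.320% of shuffled windows, so the set was not devoid of p53-like sequence. The looser motif was rarer there too than in WTp53:WTp53 peaks of all lines (59.9%) and in WTp53-only peaks (50.8%).

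In a screen of all 7 bp words over sets of peaks, made after these peaks had been seen, CCTGCCC occurred in 26.2% (21.8 to 31.2) of the 328 windows. It occurred in 10.1% of WTp53:WTp53 peaks found in all lines, 4.61% of WTp53-only peaks and 3.00% of shuffled windows. The word ACATGCC went the other way, with 21.95% against 34.9% and 33.9%. Adjoining copies of TGYCC were present in 4.88% (3.02 to 7.78) of the set, against 0.819% and 0.480%. WTp53 peaks found in all lines had CCTGCCC in 8.78% of windows, ACATGCC in 36.2% and copies of TGYCC in 0.918%. The pattern was not peculiar to the shared set. WTp53:WTp53-only peaks had CCTGCCC in 17.2% (14.3 to 20.7) of windows, ACATGCC in 16.7% and copies of TGYCC in 3.18% (2.00 to 5.04). Of the 48 Δ40p53:WTp53-only peaks, 10.4% had CCTGCCC (4.53 to 22.2) and 14.6% ACATGCC. No adjustment was made for the number of words screened. A candidate explanation is that tethered p53 tolerates sites that depart from the usual motif, but most of the set had no motif even at 3 mismatches (37.8% had one), and this was not tested. The median GC content of the set was 55.2%, against 48.8% for WTp53-only peaks, so the GC trend described above bears on it too. The tether, a shared batch of the tethered lines, GC content, another input for WTp53 and WTp53 replicates fewer in number were not separated. Shares per chromosome and longer runs of TGYCC were also looked at, and no further pattern is reported.

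In Δ40p53:WTp53, 48 Nutlin-3a peaks overlapped no Nutlin-3a peak of the other lines. Of these 8.33% (3.29 to 19.6) had a motif, against 0 of 93 moved windows. The interval of so few moved windows (up to 3.97%) overlapped that of the peaks, whereas Fisher's exact test gave p = 0.0123. Moved windows of the whole list had a motif in 0.177% (0.0757 to 0.414) of cases, below the interval of the peaks. The interval comparison with their own moved windows was made first, and the others after the shares had been seen. The set was thus not background throughout, while the source of the peaks without a motif stays open.

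Of the 79 DMSO peaks absent from the Nutlin-3a list of their line, 3.80% (1.30 to 10.6) had a motif, against 0 of 145 moved windows (up to 2.58%, exact p = 0.0428) and 0.178% (0.0902 to 0.351) of the moved windows of the DMSO lists. The pooled share lay above this larger background, so not all were calls without a site, and most stay open. A motif was present in 0 of 29 such peaks in WTp53, 1 of 35 in WTp53:WTp53 and 2 of 15 in Δ40p53:WTp53. The conclusion therefore does not extend to WTp53. The exact p-values here and above are two-sided, are not adjusted for the 3 such tests made and are over sites. The share of the 79 was also far below that of DMSO peaks kept under Nutlin-3a (39.8%, 37.8 to 41.8). Repeated sequence is a candidate source of many of them, since 72.2% (61.4 to 80.8) lay in it, against 27.8% (26.0 to 29.7) of those kept. By line the shares were 93.1% in WTp53, 74.3% in WTp53:WTp53 and 26.7% of 15 in Δ40p53:WTp53, so this does not extend to the last line.

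Some values belong to no comparison. The highest q-value in the lists was 9.86e-05. That is higher than the value quoted from the study above. In the WTp53 DMSO list, 1.00% of peaks gave a whole pileup, against 100% in the other 5 lists. Numbers missing from the authors' running peak count came to between 4 and 7 per list.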
